A study of Homo sapiens with 6 samples. Its data were reported in "The downregulation of putative anticancer target BORIS/CTCFL in an addicted myeloid cancer cell line modulates the expression of multiple protein coding and ncRNA genes" (2017).

How the data were processed

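Small RNA libraries from 6 samples of K562 cells were used, 4 from cells with an inducible short hairpin RNA against BORIS (KD) and 2 from cells with the empty vector (EV). Per the labels, infected cells were selected in G418 at 600 µg/ml, individual clones were then chosen, and both kinds of cells were induced with doxycycline at 200 ng/ml for 96 h. RNA of 18 to 30 nt was size-selected on polyacrylamide gels and sequenced on an Illumina instrument. The paper describes screening single wells and pooling those of a plate with strong BORIS reduction, so the KD lines may be pools chosen on low BORIS. The series design calls the KD libraries independent, and their labels name the same hairpin construct. The column headers mark KD 2 and KD 9 with the letter D, KD 4 with L and KD 13 with N, with no meaning stated, so it is open whether KD 2 and KD 9 share a line. The labels do not say whether the 2 EV libraries came from more than 1 clone, so p-values measure the spread between these samples.

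The authors sorted each clean tag into 1 class in the order miRNA, piRNA, snoRNA, Rfam and other small RNAs, mapping with Bowtie2 (also named in the submitters' processing notes, with GRCh38/hg38) and with cmsearch for Rfam. Predicted miRNAs came from miRDeep2 and predicted piRNAs from Piano, and the authors compared groups with DEGseq. The deposited values are RPM (reads-per-million), computed by the authors for each library without pooling. Their header calls them TPM, but 1 read was worth the same for every RNA, with no length term. The test planned for TPM was kept, since it needs log values in either unit.

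The table held 75495 entries, and 2755 of them had no blank cell (1544 miRNAs, 916 piRNAs, 290 other small RNAs and 5 aggregate entries for introns, exons, repeats, intergenic and unmapped reads). Only these were used. In entries with blank cells, some columns held whole numbers in place of multiples of that library's value of 1 read, so that cells could not be tied to a library or a unit. RNAs with a blank cell were therefore not analysed here. The entries used hold 117 zeros in KD 2 and 0 in the other 5 libraries, so RNAs not seen in KD 2 were kept and those not seen in another library were not. In the complete entries 100% of the values up to 3 RPM were whole multiples of 1 read within 0.005 RPM, with each library's own step. Over a wider range of values each library's own step still gave 100%. The step of another library gave up to 74.85% between EV 3 and EV 7, whose steps are close (0.0829 and 0.083 RPM). Any other pair gave at most 36.12%. Each library's own step gave its depth. PCR copies of 1 molecule count as separate reads. The complete entries summed to between 998130.3 and 998749.5 RPM. Columns of values per library left unused numbered 0.

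Small RNAs with at least 1 RPM in at least 2 libraries were tested, 992 miRNAs (802 known, 190 predicted), 437 piRNAs (185 known, 252 predicted) and 193 others. limma 3.58.1 in R 4.3.3 was fitted to log2(RPM + 1) with KD against EV, a mean trend in eBayes and 3.38 prior degrees of freedom, two-sided. P-values were adjusted by Benjamini-Hochberg within each class, with a threshold of 0.05. Differences are on the log2(RPM + 1) scale, which understates those of scarce RNAs. Data were simulated with the spread of these libraries, in the same fit of 1622 RNAs, with differences set in RPM + 1. limma called 28.7%, 73%, 84.1% and 92.3% of RNAs whose RPM + 1 differed 2-, 4-, 8- and 16-fold between KD and EV. It called 0.6% of RNAs with no difference. For scarce RNAs a given fold in RPM is a smaller fold in RPM + 1, so these shares do not hold for it. In each repeat 50 miRNAs differed at each of these sizes. That many differences ease the Benjamini-Hochberg threshold, so with few real differences smaller shares would be called. Sums and shares were compared by exact two-sided permutation over the 15 splits of 4 against 2, which cannot give a p under 0.0667. Shares are of the named small RNAs among complete entries. The rRNA share leaves out entries named for bacteria or archaea, a choice made after their names were seen.

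In all, 10 lists of known miRNAs, with a list of the miRNAs that the study names, were tested with camera (preset correlation 0.01, and an estimated correlation) and fry, adjusted over the lists. They are the let-7 family, miR-17-92 and paralogs, erythroid, megakaryocytic, myeloid, germline and pluripotency, C19MC, 14q32 imprinted, p53-responsive and other tissues. On simulated data with 14q32 members raised by 1 on the log2 scale, both tests called the list in 20 of 20 repeats, and in 0 of 20 with no effect. The simulated members varied independently, while the correlation estimated here was 0.25 for the 14q32 list and 0.6 for C19MC. The simulation therefore does not measure false calls of camera at the preset correlation on such lists. These lists, the tests and the rule for naming RNAs were fixed before the data were examined. The rule took, for each class in which no RNA passed, those with the smallest p each way (5 miRNAs, 3 piRNAs, 3 others), the miRNAs and piRNAs that the study names, the 2 most abundant members of each list, and the 10 most abundant miRNAs. It named 57 RNAs. Further arms and hairpins, and the sums over them (with hairpins pooled or apart), were chosen after their values were seen.

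The date in the labels marks a shared day for 2 pairs of KD and EV libraries. The difference between the days correlated at -0.056 between KD and EV over 992 miRNAs and at -0.017 over 1622 RNAs, which are not independent replicates. Alternatives were pseudocounts of 0.1 and 10, no filter, at least 10 RPM in 2 libraries, median-ratio rescaling, eBayes without a trend, the date as a replicate block, the 4 libraries of the shared days, each library left out, adjustment over all classes, and a ratio of means of at least 2 without a test. Chosen after seeing the data were edgeR 4.0.16 (quasi-likelihood test with TMM) on the recovered reads, arms of a hairpin summed, families summed and, for the lists, no filter and at least 1 RPM in both EV libraries. Positions are those of RefSeq on GRCh38, and host genes on the same strand are those of GENCODE 44. The coordinates that the table gives for predicted RNAs were not used here, since their build is not settled. Sums, permutations and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.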

Results

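Small RNAs of 18 to 30 nt were sequenced from K562, a human chronic myelogenous leukemia cell line. The cells carried either a doxycycline-inducible short hairpin RNA against BORIS (CTCFL), the germline paralog of the chromatin protein CTCF, or the empty vector. Both kinds of cells were induced for 96 h. There were 4 knockdown (KD) libraries and 2 empty vector (EV) libraries, called here KD 2, KD 4, KD 9, KD 13, EV 3 and EV 7 after the replicate numbers in the labels. The depth recovered from the values was 15101000 reads in KD 2, 12185000 in KD 4, 13631000 in KD 9, 12316000 in KD 13, 12056000 in EV 3 and 12046000 in EV 7. One read was therefore worth between 0.0662 and 0.083 reads-per-million (RPM). KD 2 and EV 3 carry the date of 15 November, KD 4 and EV 7 that of 28 November, and KD 9 and KD 13 that of 13 December, a day with no EV library. The table held no entry (0) that names CTCFL or BORIS, so the knockdown itself was not checkable in these libraries.

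The first comparison asked which miRNAs differ after BORIS depletion. The smallest p belonged to let-7a-3p, a product of the let-7 tumor-suppressor family, which stood at 6800 ± 2760 RPM (SD, n = 4) in KD and 262 ± 182 RPM (SD, n = 2) in EV. It was higher in all 4 KD libraries than in both EV libraries, with a log2 difference of 4.76 ± 0.65 (SE) and an adjusted p of 0.122 by limma. let-7a-5p, the guide strand of the same family member, stood at 895 ± 953 RPM in KD and 4590 ± 4810 RPM in EV. For let-7a-5p, EV 7 held 7990 RPM, and EV 3, at 1190 RPM, lay below KD 2 at 2300 RPM. let-7a-3p and let-7a-5p together stood at 7700 ± 3260 and 4850 ± 4990 RPM. The remaining let-7a name, let-7a-2-3p, which only MIRLET7A2 gives, stood at 2870 ± 2800 and 5220 ± 2700 RPM, and with it the sum was 10600 ± 1610 and 10100 ± 2290 RPM (exact permutation p = 0.733). The 3 hairpins of let-7a lie on chromosome 9 (MIRLET7A1, 94175957 to 94176036, in an exon of MIRLET7A1HG), chromosome 11 (MIRLET7A2, 122146522 to 122146593, in an intron of MIR100HG) and chromosome 22 (MIRLET7A3, 46112749 to 46112822, in an exon of MIRLET7BHG) of GRCh38.

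**Figure D1:**
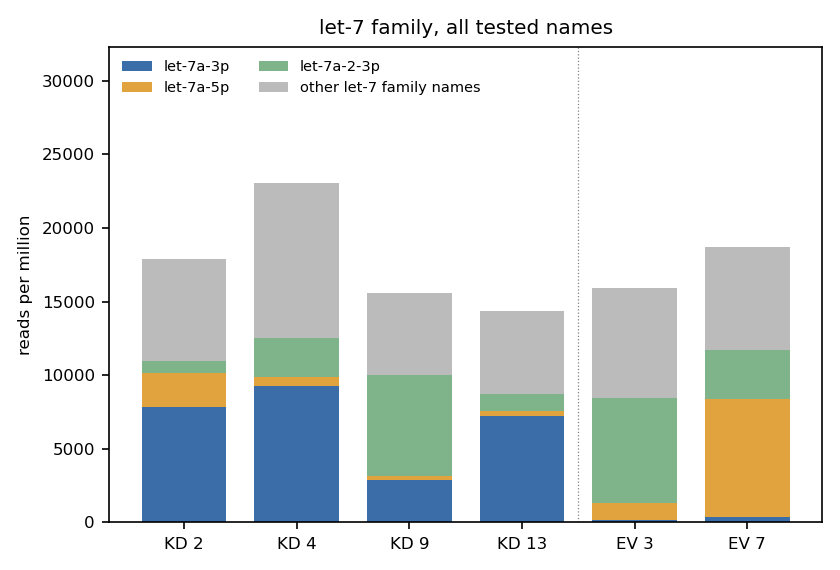
RPM of the let-7 family in each library (1 bar per library), stacked by mature name, with KD left and EV right of the dotted line. let-7a-3p lies between 2860 and 9260 RPM in KD and at 133 and 391 RPM in EV, while the whole family sums to 17700 ± 3850 RPM in KD and 17300 ± 1950 RPM in EV.

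Of the other miRNAs with the smallest p on the higher side, miR-409-3p stood at 5.65 ± 1.94 RPM in KD and 1.16 ± 0.467 RPM in EV, with a log2 difference of 1.60 ± 0.35 (SE). miR-411-3p stood at 1.36 ± 0.275 RPM and at 0.33 RPM in both EV libraries. Both hairpins lie in the imprinted miRNA cluster of chromosome 14, at 101065300 to 101065378 in an intron of MEG9 (MIR409) and at 101023325 to 101023420 in an intron of MEG8 (MIR411). miR-3681-3p (chromosome 2, 12199130 to 12199201, intron of MIR3681HG) stood at 17.1 ± 3.87 RPM in KD and 6.02 ± 0.290 RPM in EV. miR-5010-5p (chromosome 17, 42514188 to 42514307, exon of the proton pump gene ATP6V0A1) stood at 4.72 ± 2.61 RPM and 0.995 ± 0.474 RPM. On the lower side, miR-30e-5p (chromosome 1, 40754355 to 40754446, intron of NFYC) stood at 208 ± 57.7 RPM in KD and 628 ± 6.38 RPM in EV, while its partner arm miR-30e-3p stood at 2330 ± 411 and 1560 ± 142 RPM. miR-1290 (chromosome 1, 18897071 to 18897148, intron of ALDH4A1) stood at 6.22 ± 6.51 RPM and 33.6 ± 12.6 RPM, and KD 2 alone held 16.0 RPM. miR-20b-5p, of the miR-17-92 paralog cluster (chromosome X, 134169809 to 134169877), stood at 1.68 ± 1.33 RPM and 8.26 ± 0.530 RPM. miR-499a-5p (chromosome 20, 34990376 to 34990497, intron of the myosin gene MYH7B) stood at 0.478 ± 0.126 RPM and 2.86 ± 1.35 RPM, and miR-193a-5p (chromosome 17, 31559996 to 31560083) at 1.06 ± 0.603 RPM and 3.99 ± 0.587 RPM. For each of these 10 miRNAs, let-7a-3p included, the 4 KD libraries lay on the same side of both EV libraries, and the adjusted p lay between 0.122 and 0.763 by limma.

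None of the 992 miRNAs tested passed an adjusted p of 0.05 in limma (0 calls), with 65 at an unadjusted p under 0.05 (36 higher and 29 lower in KD) where chance gives 49.6. edgeR on the recovered reads made 0 calls, with 57 at an unadjusted p under 0.05. The 4 KD libraries lay on one side of both EV libraries for 138 miRNAs, 13.9% of those tested (above for 56 and below for 82), where chance gives 13.3%. With this spread between libraries, limma recovered 73% of simulated 4-fold differences and 28.7% of simulated 2-fold differences among 1622 small RNAs. In 5 repeats of this simulation edgeR called 60.4% of the 4-fold and 9.2% of the 2-fold differences, fewer than limma, so its 0 calls add little. The simulation held 50 miRNAs at each size, and with few real differences smaller shares would pass. A 2-fold difference in a single miRNA was therefore mostly not detectable, and a larger one could be missed. let-7a-3p, with a log2 difference of 4.76, had an adjusted p of 0.122 by limma.

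The study names 11 of these miRNAs in its text, and the reads of each hairpin were compared next. miR-340-5p, from an intron of RNF130 (chromosome 5, 180015303 to 180015397), stood at 220 ± 153 RPM in KD and 36.3 ± 26.3 RPM in EV, but both arms of miR-340 together stood at 435 ± 41.7 and 362 ± 60 RPM. let-7i-5p (chromosome 12, 62603686 to 62603769, intron of MIRLET7IHG) stood at 405 ± 252 and 87.0 ± 0.127 RPM, and let-7i-3p at 205 ± 226 and 536 ± 17.2 RPM, so that both arms together stood at 610 ± 197 and 623 ± 17.4 RPM. miR-142-5p, of a hematopoietic miRNA gene (chromosome 17, 58331232 to 58331318, exon of MIR142HG), stood at 164 ± 107 and 47.0 ± 4.31 RPM, against 933 ± 94.2 and 1030 ± 29.2 RPM for both arms. miR-1296-3p (chromosome 10, 63372957 to 63373048, intron of the histone demethylase-related gene JMJD1C) stood at 51.3 ± 40.2 and 5.56 ± 1.17 RPM, against 113 ± 26.6 and 145 ± 30.0 RPM for both arms. miR-224-3p (chromosome X, 151958578 to 151958658, exon of GABRE) was the exception, with 13900 ± 6100 and 5180 ± 3460 RPM for the name and 17200 ± 6080 and 8830 ± 825 RPM for both arms. KD 4, with 8840 RPM for both arms, lay between the EV libraries.

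miR-3184-3p stood at 13400 ± 6510 RPM in KD and 2800 ± 1570 RPM in EV, and miR-423-3p at 10100 ± 5970 and 19500 ± 1270 RPM. Their hairpins overlap on opposite strands of chromosome 17 (MIR3184 at 30117086 to 30117160 and MIR423 at 30117079 to 30117172), and whether the counting used strand is not stated. The name antisense to miR-3184-3p is miR-423-5p, which stood at 2170 ± 844 and 2380 ± 1030 RPM, and this pair together stood at 15600 ± 6490 and 5170 ± 2610 RPM, with 3 of 4 KD libraries above both EV libraries. The arms of miR-3184 summed stood at 16300 ± 6590 and 4570 ± 1270 RPM, all KD libraries above, and those of miR-423 at 12300 ± 5740 and 21800 ± 242 RPM, all KD libraries below. All 4 names of both hairpins together stood at 28600 ± 2430 and 26400 ± 1030 RPM. miR-7-2-3p (chromosome 15, 88611825 to 88611934) stood at 357 ± 238 RPM in KD and 5030 ± 5490 RPM in EV, and miR-7-5p, which has 3 loci, at 2940 ± 4470 and 664 ± 224 RPM, with 9550 RPM in KD 4 alone. Without KD 4 the log2 difference of miR-7-5p turned from 0.60 to -0.49. All mir-7 names together stood at 7900 ± 3910 and 12700 ± 3920 RPM. As single names, 6 of the 11 had all 4 KD libraries on one side of both EV libraries, and ratios of the group means ran from 0.071 to 26. With arms summed for each of their 10 hairpin names apart, 4 were so separated, and the ratios ran from 0.071 to 4.43. The lowest ratio and 1 of these 4 belong to miR-7-2, which holds miR-7-2-3p alone, since its partner arm is named miR-7-5p. The highest ratio belongs to miR-7, which holds miR-7-5p alone, so neither end of this range is a sum of arms. As 8 sums, with miR-423 and miR-3184, all let-7a names and all mir-7 names each pooled, 1 was so separated, and the ratios ran from 0.622 to 1.95. The separated sum was miR-142, which was lower in KD (798 to 1000 RPM) than in EV (1010 and 1060 RPM), unlike miR-142-5p. The study picked the 11 names on these libraries, and the other names summed with them were not so picked. That choice alone can make sums differ less than the names, so this comparison does not show why they differ less.

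**Figure D2:**
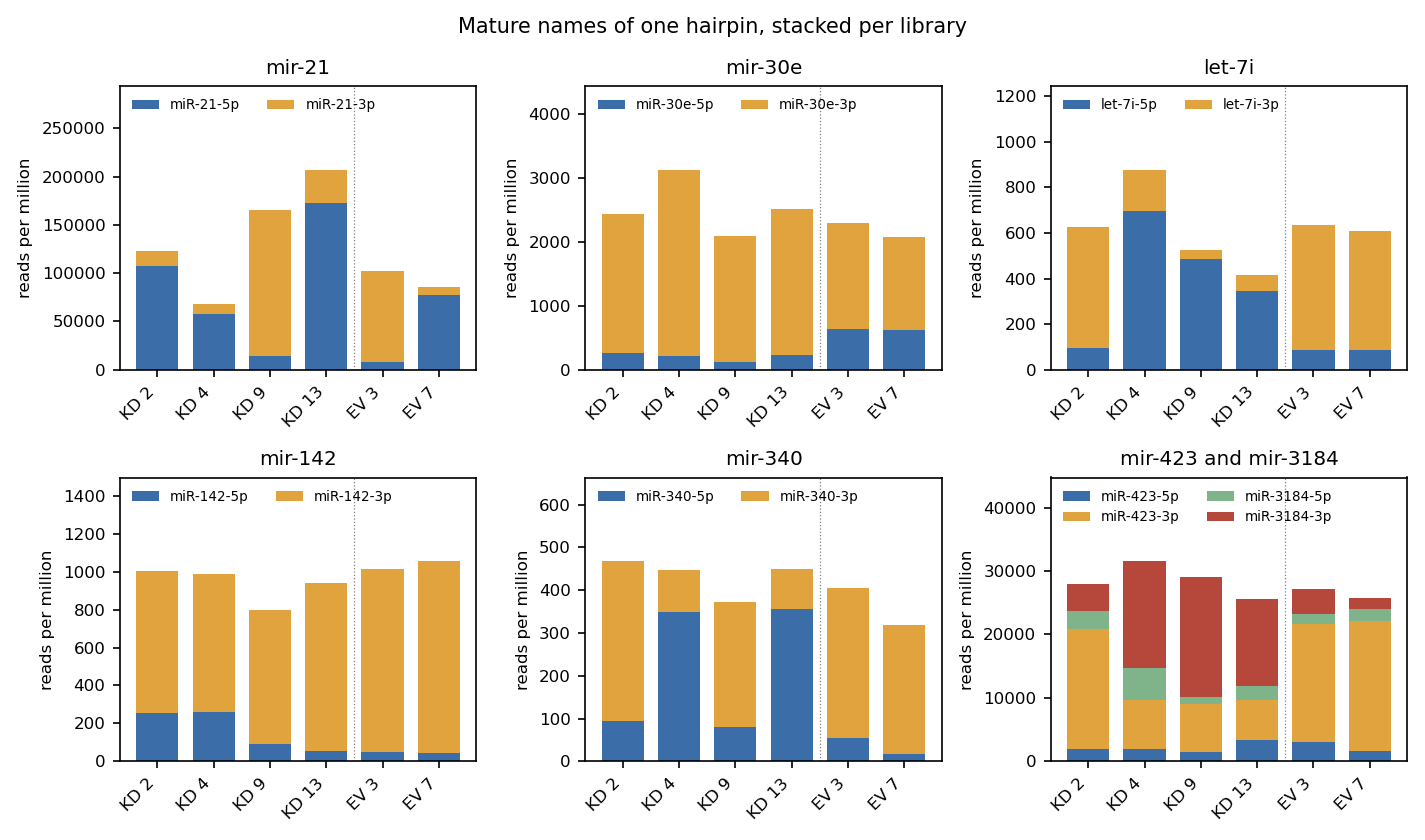
RPM (bars) of the mature names of 6 hairpins or hairpin pairs in each library, stacked by name, with KD left and EV right of the dotted line. For let-7i the sum of both arms is 610 ± 197 RPM in KD and 623 ± 17.4 RPM in EV while the major arm switches between libraries, and for mir-423 with mir-3184 the sum stays between 25700 and 31500 RPM.

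The 11 names as a list were higher in KD than other miRNAs (8 of 11 higher, median log2 difference 1.5, camera adjusted p = 0.00166), with an adjusted p of 0.183 with an estimated correlation. Adjusted over the list alone, 2 of the 11 passed, let-7a-3p (higher in KD) and miR-7-2-3p (lower in KD), and over all miRNAs tested 0 passed. let-7a-3p passed with each library left out, its log2 difference running from 3.99 (without EV 3) to 5.54 (without EV 7). miR-7-2-3p ran from -4.95 (without EV 3) to -2.0 (without EV 7) and passed only without KD 2 and without EV 3. Between 1 and 7 of the names passed, 7 of them without KD 2. The list was chosen on these libraries and is not independent evidence of its direction. Without EV 3 its adjusted p was 0.0947.

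The second question was whether groups of miRNAs with a shared locus or role moved together. The miRNAs of the imprinted cluster at 14q32, which is expressed from the maternal chromosome between DLK1 and DIO3, gave the smallest camera p of the lists, though not the largest median difference. All 17 members tested, of 50 listed, were higher in KD (median log2 difference 0.62), 8 of them in all 4 KD libraries against both EV libraries. With 4 KD and 2 EV libraries the filter on low values admits members high in KD more easily, and without it 21 of 26 measured members were higher and 5 lower (median 0.36), while of the members with at least 1 RPM in both EV libraries 6 of 6 were higher (median 0.41). miR-127-3p, in an exon of MIR493HG (chromosome 14, 100882979 to 100883075), stood at 17.2 ± 5.33 RPM (SD) in KD and 7.93 ± 1.94 RPM in EV. miR-370-3p, in an intron of MEG8 (100911139 to 100911213), stood at 11.2 ± 2.80 and 4.85 ± 0.877 RPM. The members together stood at 74.7 ± 20.7 RPM in the 4 KD libraries (103, 76.6, 63.9 and 55.6) and at 36.0 ± 2.43 RPM in the 2 EV libraries (34.2 and 37.7). Their 14 hairpins span 196.3 kb, from 100869060 to 101065378. The list was higher than other miRNAs by camera (adjusted p = 3.69e-09), a call that was lost with an estimated correlation (adjusted p = 0.183), and fry, which asks whether the members move one way on balance, gave 0.141. Adjusted over the list alone, 1 member, miR-409-3p, passed (adjusted p = 0.0374 by limma), and of the fits with 1 library left out it passed only without KD 13. Over all miRNAs 0 passed. Within the day of KD 2 and EV 3 the median was 1.03 (15 of 17 higher), and within the day of KD 4 and EV 7 it was 0.77 (14 of 17 higher). The members are scarce, with means between 0.833 and 14.1 RPM.

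**Figure D3:**
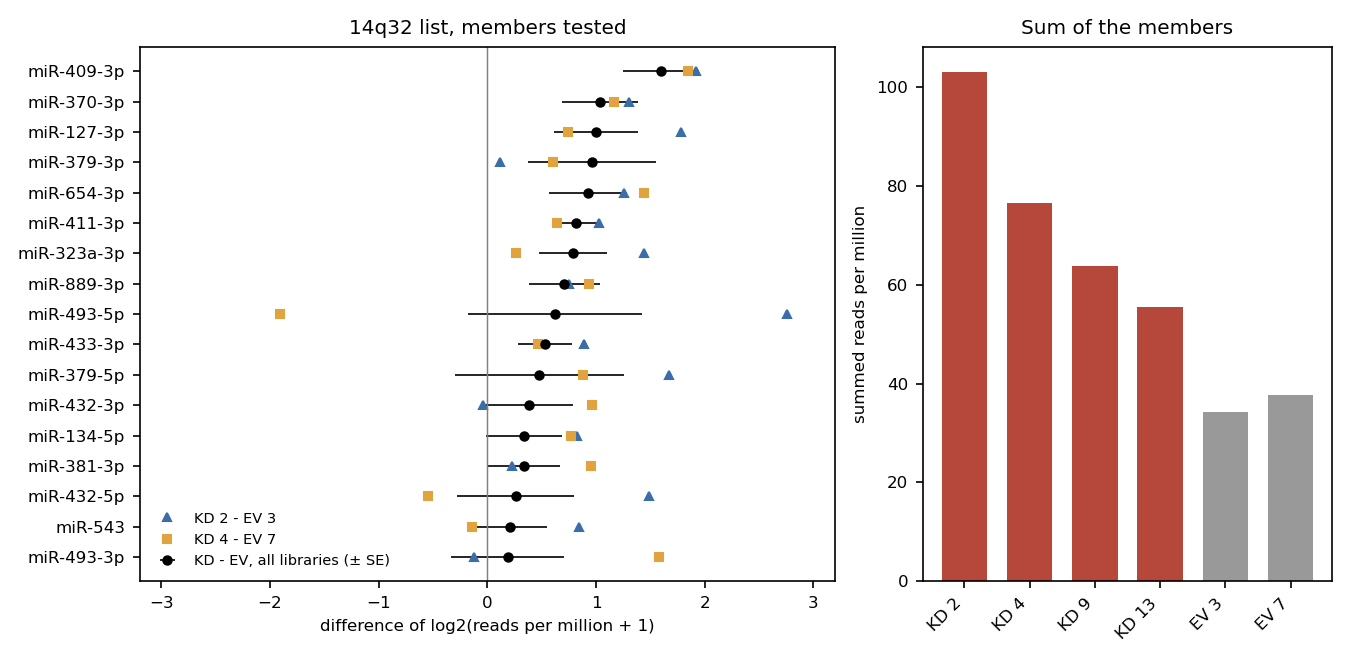
Left, log2 difference of RPM + 1 for each tested miRNA of the 14q32 list, as KD minus EV over all libraries (circles, bars give SE) and within each shared day (triangles and squares). Right, summed RPM of the members in each library, between 55.6 and 103 in KD and at 34.2 and 37.7 in EV.

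The placental cluster C19MC on chromosome 19 (53666679 to 53690965 for the members tested) was also higher in KD, with 3 of 3 members tested, of 37 listed, higher (median log2 difference 0.80). miR-512-3p and miR-520a-3p stood at 0.25 RPM or less in both EV libraries, so they passed the filter on low values only through KD libraries. Without it 5 of 5 measured members were higher (median 0.54). Within the day of KD 2 and EV 3 the members tested differed by 0.01 to 0.32, and within the day of KD 4 and EV 7 by at least 0.94. miR-1323 stood at 3.03 ± 0.486 RPM in KD and 1.28 ± 0.757 RPM in EV, and miR-512-3p at 1.10 ± 0.626 and 0.165 ± 0.120 RPM. The sum was 5.01 ± 1.54 against 1.7 ± 0.877 RPM, so that few reads stand behind each name. Camera gave an adjusted p of 0.00136, against an adjusted p of 0.183 with an estimated correlation. Adjusted over the list alone, 0 of the 3 passed, and all 3 without KD 2.

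The megakaryocytic list was higher in KD by camera (adjusted p = 0.0334, 10 of 15 members higher, median log2 difference 0.57), with an adjusted p of 0.183 with an estimated correlation. miR-10a-5p (chromosome 17, 48579838 to 48579947, intron of HOXB3) stood at 10200 ± 5370 and 6100 ± 1390 RPM, and miR-126-3p (chromosome 9, 136670602 to 136670686, intron of EGFL7) at 7980 ± 2140 and 7310 ± 1890 RPM. The call ended with the date as a replicate block (adjusted p = 0.285), after rescaling (0.0711), with at least 10 RPM in 2 libraries (0.139), without KD 13 (0.289) and without EV 3 (0.42). Adjusted over the list alone, 0 members passed, and 1, miR-27a-5p, without EV 7.

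The remaining lists did not pass. Of the let-7 family, which LIN28A holds back from maturation, 9 of 20 names were higher and 11 lower (camera adjusted p = 0.623). Camera placed the list up, its median was -0.25 and its mean 0.00. Adjusted over the list alone 1 member, let-7a-3p, passed, as it did with each library left out, and 5 names without KD 2. Of the miR-17-92 cluster and its paralogs, growth-promoting miRNAs, 14 of 21 were lower (adjusted p = 0.228), with miR-92a-3p at 149000 ± 14200 and 174000 ± 13000 RPM and miR-25-3p at 16000 ± 1890 and 15700 ± 518 RPM. Of the erythroid list 12 of 19 were lower (adjusted p = 0.771), with miR-486-5p, which lies in the ANK1 gene on chromosome 8, at 3760 ± 1910 and 3700 ± 2100 RPM. Of the myeloid list 12 of 23 were higher (adjusted p = 0.383). miR-21-5p (chromosome 17, 59841266 to 59841337, exon of VMP1) stood at 88000 ± 68100 and 42800 ± 49300 RPM, and both arms of miR-21 together at 141000 ± 59400 and 93600 ± 11600 RPM. Of the germline and pluripotency list, 34 names long, 6 were tested and 2 were higher (adjusted p = 0.623), against 6 of 10 without the filter on low values (median 0.08). In the 6, camera and the mean (0.10) pointed up and the median (-0.05) down. miR-372-3p stood at 8.03 ± 4.52 and 4.07 ± 0.467 RPM, and miR-202-3p at 3.19 ± 1.01 and 3.94 ± 0.997 RPM. Of the p53-responsive list 5 of 10 were higher (adjusted p = 0.778), camera pointing up and fry down, with miR-192-5p at 463 ± 71.6 and 352 ± 82.9 RPM and miR-192-3p at 452 ± 239 and 766 ± 16.8 RPM. Adjusted over each list alone, 0 members of these last 5 lists passed, except miR-106b-5p of the miR-17-92 list without KD 13.

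Among miRNAs of other tissues, kept as a sign of RNA from other cells, 6 of 9 were lower in KD (adjusted p = 0.621, and 0 passed when adjusted over the list alone). The neural miR-9 made up most of this list. miR-9-3p stood at 130 ± 113 RPM in KD and 519 ± 391 RPM in EV, miR-9-5p at 175 ± 112 and 399 ± 190 RPM, and both arms together at 305 ± 49.8 and 918 ± 581 RPM, with all 4 KD libraries below both EV libraries (exact permutation p = 0.0667, the smallest that 15 splits allow). The sum of both arms was 507 RPM in EV 3 and 1330 RPM in EV 7, against 234 to 345 RPM in KD.

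The third question was whether piRNAs, which silence transposons in the germline, depend on BORIS. hsa_piR_019521 was lower in all 4 KD libraries than in both EV libraries, at 13.7 ± 4.48 RPM (SD, n = 4) against 117 ± 66.8 RPM (SD, n = 2), with a log2 difference of -2.94 ± 0.50 (SE) and an adjusted p of 0.228 by limma. hsa_piR_000586 stood at 5.94 ± 2.56 RPM in KD and 1.91 ± 0.354 RPM in EV, and hsa_piR_018569 at 98.1 ± 45.4 and 39.2 ± 4.09 RPM, each with all 4 KD libraries above both EV libraries. The predicted piRNAs with the smallest p stood at 2.35 ± 1.25 against 6.35 ± 0.170 RPM (novel_pir60193), 0.460 ± 0.154 against 1.54 ± 0.177 RPM (novel_pir60195) and 1.80 ± 0.355 against 0.745 ± 0.233 RPM (novel_pir66104). hsa_piR_018780 stood at 313 ± 190 and 104 ± 8.86 RPM, hsa_piR_001101 at 22.2 ± 12 and 8.71 ± 3.28 RPM, and hsa_piR_017033 at 30.3 ± 22.0 and 9.59 ± 0.177 RPM, and in KD 9 each of these was below both EV libraries. Of the 6 piRNAs that the study names, 5 were higher in KD and 1 was lower. Adjusted over the list alone 1 passed, hsa_piR_019521 (adjusted p = 0.00313 by limma), which also passed with each library left out, its log2 difference running from -3.55 (without EV 3) to -2.33 (without EV 7). Without KD 9, 5 of the 6 passed. This list was chosen on these libraries and is not independent evidence.

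None of the 437 piRNAs tested passed an adjusted p of 0.05 in limma (0 calls), with 8 at an unadjusted p under 0.05 (2 higher and 6 lower in KD) where chance gives 21.9, and edgeR made 0 calls with 10. The KD libraries lay on one side of both EV libraries for 40 piRNAs, above for 7 and below for 33. These are 9.2% of those tested, where chance gives 13.3%. The simulation changed miRNAs only, so the share of real differences that would be called among piRNAs or other small RNAs is not known.

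Other small RNAs, from snoRNAs to Rfam families, were compared in the same way. U7 small nuclear RNA, which guides histone mRNA processing, stood at 8.92 ± 1.56 RPM in KD and 15.2 ± 4.53 RPM in EV, and SNORD36 at 1.16 ± 0.331 and 2.49 ± 1.41 RPM. The mir-9/mir-79 microRNA precursor family of Rfam, like miR-9 itself, was lower, at 5.27 ± 0.848 and 15.6 ± 8.69 RPM. The entry microRNA mir-671 stood at 2.68 ± 0.805 and 1.20 ± 0.0566 RPM. The entries Bacterial RNase P class A, at 1.10 ± 0.614 and 0.165 ± 0.120 RPM, and Betaproteobacteria transfer-messenger RNA, at 2.24 ± 0.705 and 1.03 ± 0.643 RPM, carry names of bacterial families. None of the 193 tested passed in limma (0 calls, lowest adjusted p 0.965), with 3 at an unadjusted p under 0.05, and edgeR made 0 calls with 3. The groups were separated for 18 of them, 9.3% (KD above for 7 and below for 11), where chance gives 13.3%.

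The composition of the libraries was compared last. miRNAs made up 91.8 ± 1.28% of the named small RNAs in KD and 91.1 ± 0.314% in EV (exact permutation p = 0.6). piRNAs made up 3.22 ± 0.693% and 3.37 ± 0.0774% (p = 0.867), snoRNAs 0.753 ± 0.241% and 0.658 ± 0.0400% (p = 0.667), and the other classes 4.27 ± 0.669% and 4.83 ± 0.277% (p = 0.467), all by exact permutation. Fragments of rRNA made up 0.150 ± 0.0413% and 0.183 ± 0.0276%, of tRNA 0.0605 ± 0.0188% and 0.0383 ± 0.00239%, of snRNA 0.00557 ± 0.000445% and 0.00645 ± 0.000528%, and of Y RNA 0.341 ± 0.178% and 0.248 ± 0.0303% (exact permutation p = 0.4, 0.4, 0.2 and 0.6). With 15 splits the smallest p is 0.0667, so none of these tests can reach 0.05. In every library 10 miRNAs held between 58.9% and 71.0% of all miRNA reads, and miR-92a-3p alone held between 18.0% and 28.1%. The other most abundant miRNAs not yet given were miR-148a-3p, at 41700 ± 19100 RPM in KD and 25200 ± 5000 RPM in EV, miR-486-3p, at 16400 ± 5420 and 15700 ± 2570 RPM, miR-21-3p, at 52800 ± 66400 and 50800 ± 60900 RPM, and the arms of miR-146b. miR-146b-3p stood at 56300 ± 20900 and 34100 ± 35600 RPM, miR-146b-5p at 29700 ± 22500 and 29900 ± 28100 RPM, and both arms together at 86000 ± 9950 and 64000 ± 7570 RPM, with all 4 KD libraries above both EV libraries (exact permutation p = 0.0667).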

Values the study reported

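The study reported that BORIS mRNA was reduced by 2.5 to 4.5 fold after doxycycline. It reported 83 miRNAs as up-regulated and 111 as down-regulated after BORIS knockdown. For piRNAs it gave 16 as upregulated and 15 as downregulated, at 36 places in the genome. It counted 4275 predicted miRNA targets shared by its prediction methods.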

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

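The test of whether knockdown was the whole cause of the arm shifts was chosen after the results were seen. So were the permutation of their sums and the tests of explanations for the 14q32 list. The other tests of the arms were chosen before. Of these, the test of the day was planned as a median over 3 same-day pairs. A mean over the 2 pairs of KD and EV libraries was run instead. Among 129 groups of 4 KD values, 8 held a library far from the other 3, where chance gives about 1 in 20 groups. KD 2 stood above the other KD libraries for miR-1290 (16.0 RPM against 2.44 to 3.52) and miR-423-3p (19000 RPM against 6210 to 7740). KD 4 stood above them for miR-7-5p (9550 RPM against 234 to 1740) and miR-486-3p (24500 RPM against 13200 to 14300). KD 9 stood above them for miR-21-3p (151000 RPM against 9910 to 33800) and below them for hsa_piR_018780 (29.6 RPM against 381 to 422) and for the tRNA share of named small RNAs (0.0325% against 0.0679 to 0.0731%). KD 13 stood below them for miR-193a-5p (0.16 RPM against 1.31 to 1.39).

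The levels of the 2 arms of a miRNA hairpin moved apart between libraries: over 224 hairpins whose values had not been seen, deviations of the arms from their group means correlated at a median of -0.407 (163 negative, permutation p = 1e-05, the smallest that 100000 resamples can give). This is consistent with reads of a hairpin being split between its arm names differently from library to library, and among 39 of them with both arms at 100 RPM or more the sum of the arms had a median SD of 0.286 on the log2 scale, below the 0.35 to which permuting the libraries of the minor arm within groups came at lowest (10000 resamples), though the number whose sum varied less than the major arm, 35, was not beyond those resamples (median 32, permutation p = 0.117). The tables argue against knockdown as the whole cause, since the EV libraries differed from each other by a median of 0.94 in the log2 ratio of the arms. That lies within the 0.87 to 1.07 between KD and EV libraries. Deviations of the ratio in the KD and the EV library of 1 day correlated at a mean of -0.118, where a shared day would give a value above 0. The deviations of the 2 EV libraries mirror each other, so both pairs rest on 1 EV difference. This argues only weakly against the day. Whether knockdown adds to the shifts cannot be told apart from the spread between libraries, since the share of the spread between KD and EV was 0.118, near the median of the other splits (0.113) and below the highest (0.163). The more abundant arm switched between libraries in 31 of the 39 hairpins, so the shifts are not limited to a few names. From EV 3 to EV 7, miR-21-5p went from 7950 to 77700 RPM and miR-21-3p from 93800 to 7700 RPM. Both arms of miR-21 together stood at 102000 and 85400 RPM. Group differences of let-7i-5p, miR-340-5p, miR-142-5p and miR-1296-3p, whose arms correlated between -0.81 and -0.6, may hold such shifts. These libraries cannot settle this hypothesis. For let-7a it is open too, since let-7a-3p and let-7a-5p correlated at 0.753 while other values point to a split. All let-7a names, with let-7a-2-3p, summed to 8450 to 12500 RPM where let-7a-3p ran from 133 to 9260 RPM.

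All 17 tested miRNAs of the 14q32 list were higher in KD, with a median log2 difference of 0.62, and 21 of 26 without the filter on low values. The tables argue against a difference in scale (median 0.70 after rescaling) and against the day (0.77 for the lower of the medians within a day). With the arms summed, 14 of 14 hairpins were higher. This could hardly come out otherwise, since all tested members were already higher and few of their partner arms were tested. It therefore does not decide whether reads were split between arms. Only 15 splits of the 6 libraries exist, too few for a share under 0.05, and the real split gave 0.62 where the highest other split gave 0.43. Differences between the clones, or pools of wells, chosen after infection cannot be told apart from the knockdown. All 4 KD libraries lay above both EV libraries, and the letters of their columns are not explained. The labels also do not say that EV was sampled from more than 1 clone. A response of this imprinted cluster to BORIS depletion is a candidate explanation that stays open with such differences. The camera call was lost with an estimated correlation (adjusted p = 0.183).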

How the results depend on the processing

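The results with edgeR, with arms or families summed, and with 2 further filters for the lists were chosen after the data were seen. Every alternative with a test made 0 calls in the classes it was run on (1 setting of edgeR for all 3, summed arms and families for miRNAs only), with 25 to 75 miRNAs, hairpins or families, 1 to 26 piRNAs and 0 to 17 other small RNAs at an unadjusted p under 0.05. The lowest adjusted p ran from 0.0768 (no filter) to 0.579 for miRNAs, from 0.0999 to 0.995 for piRNAs and from 0.056 (without KD 9) to 0.999 for other small RNAs. A ratio of means of at least 2 with no test took 152 miRNAs, 40 piRNAs and 20 other small RNAs, a rule that asks nothing of the spread between libraries. The planned DESeq2 and CPM alternatives were not run, since they were meant for a table of counts. Of 931 alternative values, 871 were on the same side as reported, 39 reversed, 14 lost a threshold and 7 moved. Of the 57 named RNAs 10 reversed under some alternative, each with a log2 difference of 1.33 or less. Except where given otherwise, the cause was not tested.

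With the date as a replicate block, miR-10a-5p (-0.11), miR-126-3p (-0.16), miR-21-3p (-1.09) and miR-146b-5p (0.25) reversed their log2 difference, with the same values in the 4 libraries of the shared days. The block ended the call of the megakaryocytic list (adjusted p = 0.285), turned the erythroid (0.568), germline (0.568) and p53 (0.9) lists, and changed no other call. Rescaling turned miR-146b-5p (0.1). When each library was left out in turn, log2 differences ran from -0.6 to 0.63 for miR-486-5p, from -0.49 to 1.29 for miR-7-5p, from -0.05 to 0.07 for miR-25-3p, from -0.18 to 0.19 for miR-486-3p, from -0.15 to 0.38 for miR-126-3p, from -1.64 to 1.96 for miR-21-3p, from -1.17 to 1.13 for miR-146b-5p, from -0.31 to 2.98 for miR-21-5p and from -0.15 to 2.58 for miR-146b-3p. Where only 1 EV library was left, it was assumed to vary like the KD libraries.

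Of the lists, 4 passed camera as reported, against 0 with an estimated correlation (adjusted p = 0.183 for each of the 4), 0 with fry (0.141 for each), 1 with at least 10 RPM in 2 libraries, where the 14q32 and C19MC lists have too few members, and 2 to 4 with 1 library left out (2 without EV 3). Without a filter 4 passed, and 3 with at least 1 RPM in both EV libraries (C19MC has too few members), with adjusted p of 4.95e-07 and 0.00356 for the 14q32 list. The latter filter turned the erythroid list (0.875). The 14q32 list (6.71e-10 to 6.27e-05) and C19MC (0.000213 to 0.0296) passed with each library left out. The megakaryocytic list ran from 0.0099 to 0.42 (past 0.05 without KD 13 and without EV 3), and had 0.0711 after rescaling and 0.139 with at least 10 RPM. The list of the study ran from 0.000159 to 0.0947 (past 0.05 without EV 3). Lists that did not pass and turned direction were p53-responsive with fry (0.779), with arms summed (0.817) and with a library left out (0.556 to 0.922), let-7 with arms summed (0.935), and, with a library left out, erythroid (0.313 to 0.922), germline (0.21 to 0.969) and other tissues (0.276 to 0.969). The piRNA share, KD minus EV, ran from -0.488 to 0.0369 percentage points with a library left out and was 0.301 in the 4 libraries of the shared days, where the miRNA share was -0.194. Depth limits scarce RNAs most, since 1 read was worth up to 0.083 RPM.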

Other observations

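The snoRNA hosts below were chosen after their values were seen. snoRNAs encoded in introns of GAS5, a growth-arrest transcript on chromosome 1 (173863901 to 173869045), were summed over 6 families. They stood at 3910 ± 1330 RPM in KD and 3080 ± 118 RPM in EV, with 3 of 4 KD libraries above both EV libraries and 2250 RPM in KD 9 (exact permutation p = 0.6). The 6 families in introns of SNHG1 (chromosome 11, 62851978 to 62855885) stood at 211 ± 114 and 105 ± 9.93 RPM, again with KD 9 alone below both EV libraries, at 43.4 RPM (exact permutation p = 0.467).

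Entries named for bacterial rRNA were highest in KD 13. The bacterial large subunit entry held 340.1 RPM there and 29.4 to 87.0 RPM in the other libraries, and the small subunit entry 294.6 RPM against 36.2 to 90.1 RPM. The eukaryotic large subunit entry held 194.8 RPM in KD 13 and 131.5 to 183.7 RPM in the others. Unmapped reads made up 9.75% of EV 7 and 3.03% to 3.77% of the other libraries. Intergenic reads made up 5.34% of KD 13 and 14.7% of EV 3, the lowest and highest of the 6 libraries. The counts of differing miRNAs and piRNAs quoted from the study were not compared with those here, since no threshold for them was taken from the study.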
